A study of Mus musculus with 2 samples. Its data were reported in "Preadipocyte Uncoupling Protein 1 Expression Invoked by Fibroblast Growth Factors Imprints on Post‐Differentiation White and Brown Adipocyte Phenotype" (2025).

How the data were processed

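Stromal vascular cells of inguinal white adipose tissue (iWAT) and interscapular brown adipose tissue (iBAT) of mice aged 8 to 12 weeks were grown to 80% confluency in primary culture. Per the labels, the cultures were left untreated or received FGF1, FGF2 or FGF8 at 5.5 nM for 48 h. The published methods for this assay name vehicle, FGF1 and FGF2 only and give another age range, and the difference was not resolved here. Per the labels, the 4 treatments of a depot carried antibody-bound sample tags, 10000 cells of each were merged, and 1 whole-transcriptome library per depot was made on BD Rhapsody cartridges, a microwell system in which every captured molecule receives a cell barcode and a unique molecular identifier (UMI).

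The deposited matrices hold raw UMI counts per gene and cell, without normalization. The authors aligned and annotated the reads on a commercial cloud pipeline. Its version, the genome build, the annotation, the treatment of reads that match more than 1 locus and the UMI correction used for these libraries are not stated. The shallowest barcode had 5790 UMIs in iWAT and 10532 in iBAT, so cells had been called beforehand. The files used here give no sample tag per cell and held 0 tag features. Each matrix therefore counted as 1 sample that pools 4 treatments, no cell was given a treatment, and no treatment was compared with another.

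Cells with more than 200 and fewer than 7500 detected genes and with under 30% mitochondrial UMIs were kept, as set by the published methods. Each library was processed alone in Python 3.11.15, with purpose-written routines on numpy 2.4.6 and scipy 1.17.1. Counts were log-normalized to 10000 UMIs per cell, 2000 variable genes were selected, and the difference between the S and G2M scores was regressed out. The cells were then clustered on 30 principal components with a shared-neighbour graph of 20 neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 0.5. Doublets were called with Scrublet, as run by scanpy 1.11.5, at an assumed rate of 0.08 and were kept in the main analysis.

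The marker genes of every cell class were fixed before the data were examined, as were the gene lists, the rules for naming genes, the main settings and most of the alternatives. The rule that turns markers into names was not. It was set after the markers of the main clusters had been seen. A class other than preadipocyte-like needed at least 3 of its markers at 10 CPM (UMIs of a gene scaled to a total of 1e6 UMIs) or more and 3-fold or more over the rest of the library. A preadipocyte-like cluster needed 7 of the 10 mesenchymal markers at no less than the level elsewhere in the library divided by 3. Clusters that met more than 1 class, or whose 10 leading genes held more markers of another class than of their own, stayed unnamed. Cutoffs of 6 and 5 of the 10 markers were also weighed. A first version of the rule, which also asked other classes for 1 marker among the leading genes, was run and left a cluster of 567 iWAT cells with 6 epithelial markers unnamed. It was changed after that was seen.

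The rule left 19.9% of the filtered iWAT cells and 17.1% of the filtered iBAT cells unnamed. In iWAT these were clusters of 4846, 943 and 136 cells, all with at least 7 of the 10 mesenchymal markers. The cluster of 4846 cells was left out because Fabp4, an adipocyte marker, was among its 10 leading genes. In iBAT the unnamed clusters held 2484, 1672, 507 and 151 cells, and each but the one of 507 cells had at least 7 of the 10 mesenchymal markers. The cluster of 2484 cells was led by adipocyte markers, among them Adipoq, Cfd, Plin1 and Fabp4. With every mesenchymal cluster counted, the preadipocyte-like share was 85.6% in iWAT and 93.2% in iBAT. That count takes in clusters with markers of other classes. The iWAT clusters of 943 and 136 cells had 3 epithelial and 7 endothelial markers raised, and the iBAT clusters of 1672 and 151 cells had 3 mural and 5 Schwann markers raised. Doublets were 32.9% of the 943 iWAT cells and 73.5% of the 151 iBAT cells.

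Counts were summed over the preadipocyte-like cells of a library and given as CPM of those cells. Summed counts carry exact Poisson intervals and shares of cells carry exact binomial (Clopper-Pearson) intervals, all at 95%. These intervals cover counting error only. There was 1 library per depot, so no test was made, no difference between depots has a replicate check, and depot cannot be separated from anything else that differed between the libraries. Where shares of cells with a UMI were compared, each cell was thinned at random to 10000 UMIs. This is the largest multiple of 500 that 80% of the filtered cells reached in both libraries. It left out 5588 shallower filtered cells in iWAT and 0 in iBAT.

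Across genes, the log2 ratio of CPM, iBAT over iWAT, was taken for genes listed in both libraries with at least 50 CPM in at least 1 of them. Of 27995 shared features, 25568 matched a single gene of GENCODE M39 by symbol. Coordinates are those of GRCm39 through this match, because the authors' build for this assay is not stated. A ratio of 4-fold or more was past the rule of size, and the 10 genes with the highest and the 10 with the lowest ratio were named. A gene with no count in a library took a floor of 3 counts there. For transcripts that go with Ucp1, thinned preadipocyte-like cells were split by at least 1 Ucp1 UMI or none. Genes at 20 CPM or more in both libraries were ranked by the smaller of both libraries' log2 ratios, and the first 10 were named. The median ratio of a gene list was set against 10000 random lists of the same size matched on expression.

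The gene steps were tested on simulated data. For iBAT against iWAT, 200 of 200 genes changed by 3 on the log2 scale among 3468 were recovered with 0 false calls. The planted change lies above the 4-fold rule, which is 2 on the log2 scale, and changes nearer the rule were not simulated. Such recovery says nothing about variation between cultures, which 1 library per depot cannot show. For Ucp1-positive cells, 189 of 190 genes changed by 2 on the log2 scale among 6016 were recovered with 1 false call. The alternatives covered the cell filter (at least 500 genes and under 15% mitochondrial UMIs, with no upper limit on genes), doublets, clustering resolution, cell-cycle regression, the cells summed, averaging over cells, thinning, scaling (median of ratios, and TMM factors from edgeR 4.0.16 in R 4.3.3) and the filter on low genes. Alternatives on which clusters count in a class were added after the data had been seen. For the closing section, the last 500 bases of each gene's GENCODE M39 transcripts were searched for 31-mers that also occur in a transcript of a gene elsewhere in the genome. A 3' end counted as shared at 90% or more of its 31-mers and as its own at 0%, among genes outside the sex chromosomes with at least 5 CPM in either library.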

Results

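Single-cell transcriptomes were collected from primary preadipocyte cultures of mouse iWAT and iBAT because the identity of the cells in which FGF2 raises Ucp1 was an open question. One library was made per depot, and each pooled cells of untreated, FGF1-treated, FGF2-treated and FGF8-treated cultures. The iWAT library held 29962 cell barcodes and 503611913 UMIs over 28651 genes. Its median cell had 16138 UMIs and 4413 detected genes. The iBAT library held 28636 barcodes and 815235820 UMIs over 29958 genes, with a median of 27401 UMIs and 5779 genes per cell. Both cartridges had been loaded with 40000 cells. The treatments could not be told apart in the files used here, so all values below describe the pooled cultures of a depot and say nothing about the effect of an FGF.

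The cell filter kept 29744 iWAT cells (99.3%, 95% interval 99.2 to 99.4) and 28215 iBAT cells (98.5%, 98.4 to 98.7). In iWAT it removed 215 cells for mitochondrial UMIs and 3 for more than the allowed number of genes. In iBAT it removed 7 and 414 cells for these reasons. Without the upper limit on genes, 99.98% of the iBAT cells were kept. Scrublet called 561 doublets in iWAT (1.89%) and 956 in iBAT (3.39%).

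Clustering gave 15 clusters in iWAT and 17 in iBAT. Preadipocyte-like cells, which carry mesenchymal markers such as Pdgfra, Col1a1 and Dcn, were the most numerous class in both libraries. They made up 19524 cells or 65.6% of the filtered iWAT cells (65.1 to 66.2) and 21987 cells or 77.9% of the filtered iBAT cells (77.4 to 78.4). These shares depended on the processing. At resolution 0.25 they were 82.0% and 91.6%. Their order changed with the cell filter and the new clustering that followed it. A filter at 500 genes and 15% mitochondrial UMIs with no upper limit on genes gave 82.8% in iWAT and 76.7% in iBAT. It kept 28387 iWAT cells against 29744 in the main setting, but unnamed iWAT cells fell from 5925 to 973. Most of the rise in iWAT thus came from how the new clusters were named, not from the cells removed. Small clusters led by interferon-stimulated genes such as Ifit3 and Cxcl10 were part of this class and held 194 iWAT cells and 261 iBAT cells.

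The remaining named classes differed between the libraries. The iWAT library held 4060 epithelial-like cells (13.7%), 160 immune-like cells (0.538%) and 75 Schwann-like cells (0.252%). The iBAT library held 656 Schwann-like cells (2.33%), 261 skeletal muscle-like cells (0.925%), 241 immune-like cells (0.854%), 203 endothelial-like cells (0.719%) and 53 mural-like cells (0.188%). No iBAT cluster was named epithelial-like, and no iWAT cluster was named endothelial-like, mural-like or skeletal muscle-like. The lack of an endothelial-like class in iWAT rests on the naming rule. A cluster of 136 iWAT cells had 7 endothelial markers raised, as many as the endothelial-like cluster of iBAT, but stayed unnamed because it also met the mesenchymal cutoff.

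**Figure D1:**
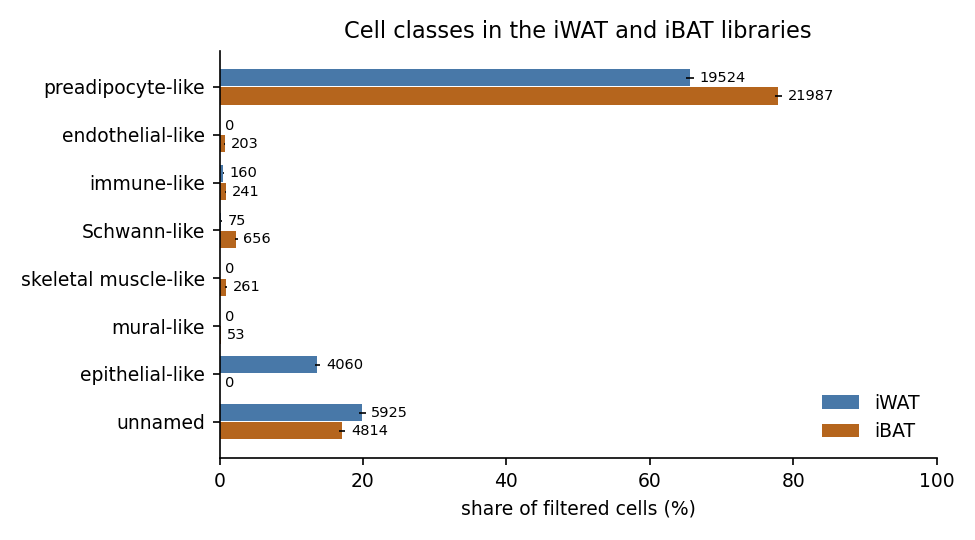
Share of filtered cells in each cell class of the iWAT and iBAT libraries, in percent. Bars are shares with exact binomial 95% intervals, and the number beside each bar is the count of cells. Preadipocyte-like cells made up 65.6% of the iWAT cells and 77.9% of the iBAT cells.

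Whether cultured preadipocytes hold Ucp1 transcript was examined first. Ucp1 lies on chromosome 8 and encodes the uncoupling protein of brown adipocytes. The preadipocyte-like cells of iWAT held 21 Ucp1 UMIs, or 0.0611 CPM (0.0378 to 0.0934). Those of iBAT held 219 UMIs, or 0.348 CPM (0.303 to 0.397). The iBAT level was 5.69 times the iWAT level (3.63 to 9.38). For scale, the general transcription factor Tbp had 327 UMIs for each Ucp1 UMI in iWAT and 64.2 in iBAT. After thinning, 12 of 16549 iWAT cells (0.0725%, 0.0375 to 0.127) and 73 of 21987 iBAT cells (0.332%, 0.260 to 0.417) had a Ucp1 UMI. Unthinned, the shares were 0.108% and 0.991%. With thinning to 5000 UMIs per cell they fell to 0.0205% and 0.196%.

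Ucp1 was not higher in preadipocyte-like cells than over the other named classes, which served as the comparison for background. In iBAT, the thinned share was 0.495% over the other named classes (0.199 to 1.02), whose median depth was 17628 UMIs against 27745 in preadipocyte-like cells. It was 1.24% in immune-like cells (0.257 to 3.59) and 0.493% in endothelial-like cells (0.0125 to 2.71). In Schwann-like cells it was 0.457% (0.0944 to 1.33), and 0 of 261 skeletal muscle-like and 0 of 53 mural-like cells had a Ucp1 UMI. Doublets, which carry transcripts of both cells, were 13.3% of the immune-like, 19.2% of the endothelial-like and 11.5% of the skeletal muscle-like cells of iBAT. They were 0% of its Schwann-like and mural-like cells. In CPM, the preadipocyte-like level was 0.810 times that of the other named classes (0.454 to 1.59). In iWAT, the thinned share in epithelial-like cells was 0.132% (0.0272 to 0.384), at a median depth of 10577 UMIs against 17076 in preadipocyte-like cells. The iWAT preadipocyte-like level was 0.256 times that of the other named classes in CPM (0.120 to 0.571). Immune-like cells of iWAT had no Ucp1 UMI in 107 thinned cells. Ucp1 in preadipocyte-like cells thus did not exceed its level over the other named classes of the same library. Whether those classes express Ucp1 themselves was not measured, so the UMIs cannot be assigned to expression or to background.

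The study examined whether preadipocytes express Fgf2, Fgf4, Fgf8 and Fgf9 themselves, and the other paracrine FGFs were added here. The pools include FGF-treated cultures, and the paper reports that FGF8, among others, raised Fgf2 mRNA in immortalized brown preadipocytes. The levels and ligand shares below are therefore not those of untreated cells. Fgf2 lies on chromosome 3 and had 98372 UMIs or 286 CPM (284 to 288) in the preadipocyte-like cells of iWAT. In iBAT it had 115673 UMIs or 184 CPM (183 to 185). Fgf2 made up 71.0% of the UMIs of all ligands examined in iWAT and 32.7% in iBAT. Fgf7 reached 88.4 CPM in iWAT and 286 CPM in iBAT, where it was the highest ligand. Fgf10 was at 9.92 and 70.1 CPM, Fgf18 at 14.1 and 15.2 CPM, and Fgf1 at 2.09 and 5.14 CPM. Fgf9 was at 0.201 and 0.135 CPM. Fgf8 had 4 UMIs in iWAT and 6 in iBAT, and Fgf4 had 1 and 10. Fgf5, Fgf6, Fgf16, Fgf17, Fgf20 and Fgf22 each stayed below Fgf1 in both libraries, with Fgf20 the highest of them at 1.59 and 1.27 CPM. Fgf3 was listed in neither matrix.

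Among the receptors, Fgfr1 had 297 CPM in iWAT and 287 CPM in iBAT. It took 87.8% of the Fgfr1 to Fgfr4 UMIs in iWAT (87.7 to 88.0) and 86.4% in iBAT (86.3 to 86.6). Fgfr2 followed with 40.4 and 43.7 CPM. Fgfr3 was at 0.611 and 1.22 CPM and Fgfr4 at 0.166 and 0.162 CPM.

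**Figure D2:**
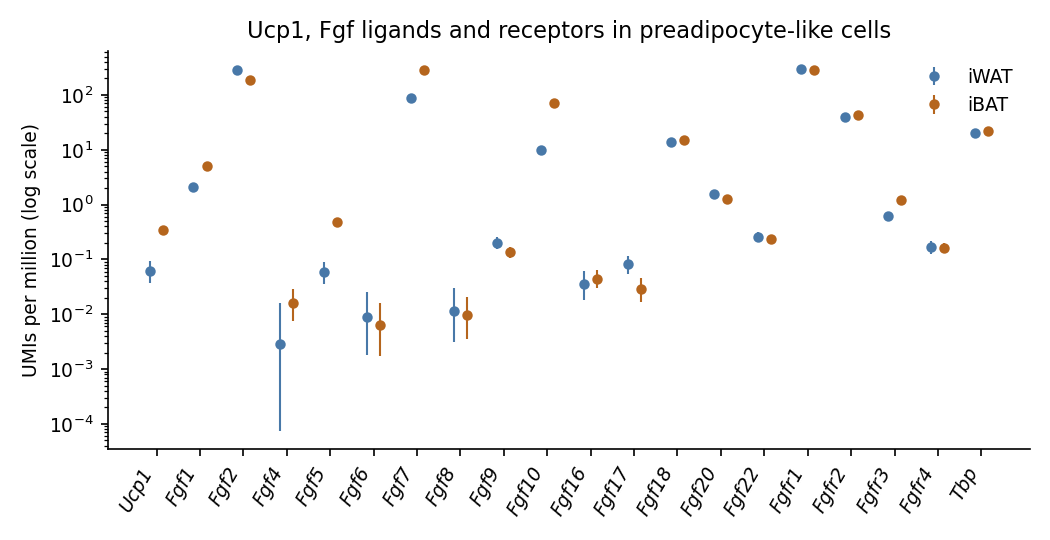
CPM of Ucp1, Fgf ligands, Fgf receptors and Tbp in preadipocyte-like cells of both libraries, on a log axis. Points are summed counts with exact Poisson 95% intervals, and Fgfr1 (297 CPM in iWAT, 287 in iBAT) lies far above Ucp1 (0.0611 and 0.348).

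Where Fgf2 transcript resides was then compared across classes, again over treated and untreated cultures together. Preadipocyte-like cells held 78.2% of the Fgf2 UMIs of the filtered iWAT cells and 78.8% in iBAT. With all mesenchymal clusters counted these shares were 98.8% and 97.3%, although such cells are also the bulk of each library. Relative to the other named classes, Fgf2 CPM in preadipocyte-like cells was 9.66 times as high in iWAT (9.18 to 10.2) and 1.74 times as high in iBAT (1.68 to 1.80). These 2 ratios have unlike comparators and do not rank the depots. In iWAT 4060 of the 4295 other named cells were epithelial-like. In iBAT Schwann-like cells gave 2205 of the 2951 Fgf2 UMIs of the other named classes. The iWAT ratio was 5.05 at resolution 0.25. Schwann-like cells of iBAT had more Fgf2 than preadipocyte-like cells, with 211 CPM (203 to 220). In iWAT their level was 316 CPM (279 to 358), which did not differ from that of preadipocyte-like cells beyond counting error. The level was 23.5 CPM in epithelial-like cells of iWAT, and 60.9 and 44.7 CPM in immune-like cells of iWAT and iBAT. After thinning, 82.2% of the iWAT and 65.0% of the iBAT preadipocyte-like cells had an Fgf2 UMI, against 25.2% and 22.0% of immune-like cells. Unthinned, 87.2% and 84.7% of preadipocyte-like cells had one.

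**Figure D3:**
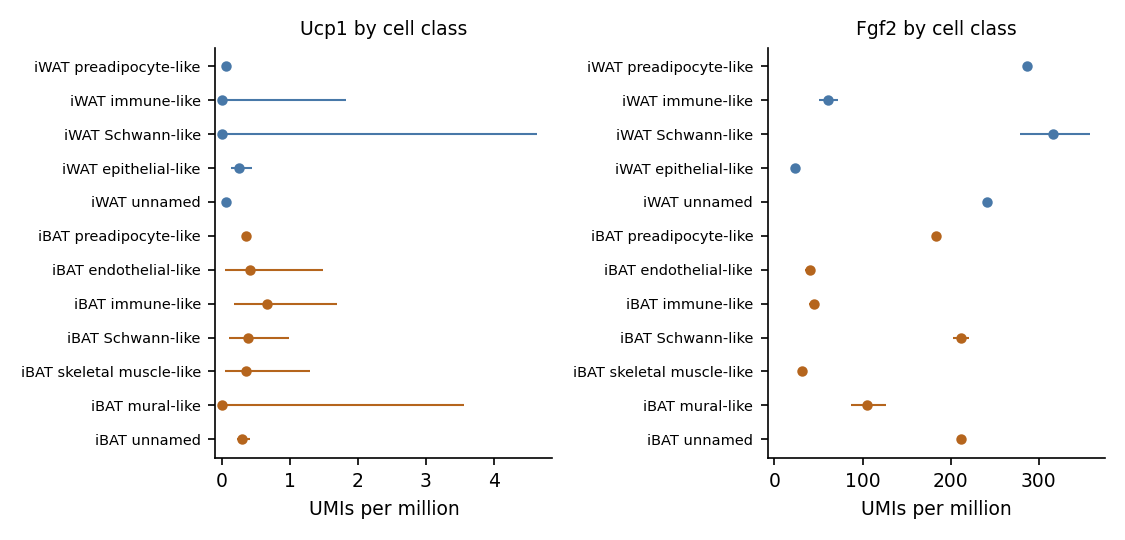
Ucp1 (left) and Fgf2 (right) CPM by cell class in the iWAT and iBAT libraries, with exact Poisson 95% intervals. Ucp1 intervals of small classes are wide, and among named classes Fgf2 was at its highest in Schwann-like cells (316 CPM in iWAT, within counting error of preadipocyte-like cells, and 211 CPM in iBAT).

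Whether preadipocytes carry other thermogenic transcripts was assessed with a list of 14 genes. Of 13 genes with a ratio, 9 were higher in iBAT and 4 in iWAT, and the median log2 ratio, iBAT over iWAT, was 0.43. This median lay at percentile 95.8 of random lists. Over all filtered cells it was 0.70. Dio2 differed most, with 9.53 CPM in iBAT and 0.471 CPM in iWAT. Cox7a1 went the other way, with 2.91 CPM in iBAT and 9.83 CPM in iWAT. Pparg (24.4 and 8.39 CPM) and Prdm16 (5.02 and 1.92 CPM) were higher in iBAT, and Ebf2 was at 49.8 and 41.4 CPM. Cidea was at 0.0302 CPM in iBAT and 0.0320 CPM in iWAT, Cox8b at 0.0349 and 0.0145 CPM, and Elovl3 at 0.0508 and 0.0553 CPM. The intervals of the ratios of Cidea, Cox8b, Elovl3 and Otop1 included an equal level, so their direction in this tally is not settled. Cpt1b, with 2 UMIs in each library, had no ratio.

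Of 18 interferon and inflammation genes, 17 had a ratio, and 14 of these were higher in iWAT. The median log2 ratio, iBAT over iWAT, was -1.65, which lay at percentile 0 of random lists, and over all filtered cells it was -1.80. Isg15 was at 169 CPM in iWAT and 14.3 CPM in iBAT, and Bst2 at 165 and 14.9 CPM. Ccl2 (376 CPM in iWAT, 933 CPM in iBAT) and Ccl7 (311 and 528 CPM) were higher in iBAT. The interferon receptor genes Ifnar1 (25.4 and 22.3 CPM) and Ifnar2 (17.4 and 18.8 CPM) were close in the 2 libraries. Ifnb1 had 1 UMI in iWAT and was not listed in iBAT.

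Across 3796 genes, 47 were 4-fold or more higher in the iBAT library and 40 in the iWAT library. The median log2 ratio of all genes was 0.06, and scaling by median of ratios or TMM shifted it by -0.04 and -0.03. The counts followed the expression filter, and so did their order. At 10 CPM or more they were 123 and 123, at 200 CPM or more 14 and 11, and with no filter 898 and 910. The 10 highest ratios toward iBAT were those of Fam177a2, Srp54b, Prl2c3, Ddx3y, Prl2c2, Dlk1, Akr1c18, Gstp2, Srp54c and Mgp. Of these, Fam177a2, Srp54b, Srp54c, Prl2c2, Prl2c3 and Gstp2 belong to families of near-identical genes and are uncertain, because the counting of reads that match more than 1 gene is not stated. Their 3' ends were shared with other genes at 60.0% to 100%, against 0% for Ucp1 and Fgf2. Dlk1 (chromosome 12, 109418749 to 109429262) had 72.7 CPM in iBAT and 1.56 CPM in iWAT, a log2 ratio of 5.55. Mgp (chromosome 6, 136849433 to 136852821) had 524 and 26.9 CPM, a log2 ratio of 4.28. Akr1c18 (chromosome 13, 4182614 to 4200672) had 217 and 5.33 CPM, a log2 ratio of 5.34.

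The 10 genes furthest toward iWAT were Xist, Hoxc10, Lrrc15, Fibin, Ndufa4l2, Mmp10, Isg15, Bst2, Ankrd33b and Oasl2. Hoxc10 (chromosome 15, 102875134 to 102880330) had 149 CPM in iWAT and 0.356 CPM in iBAT, a log2 ratio of -8.71. Lrrc15 (chromosome 16, 30088120 to 30102084) had 81.1 and 3.88 CPM, a log2 ratio of -4.38. The log2 ratios of the other named genes except Xist ran from -3.85 for Fibin to -3.34 for Oasl2.

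**Figure D4:**
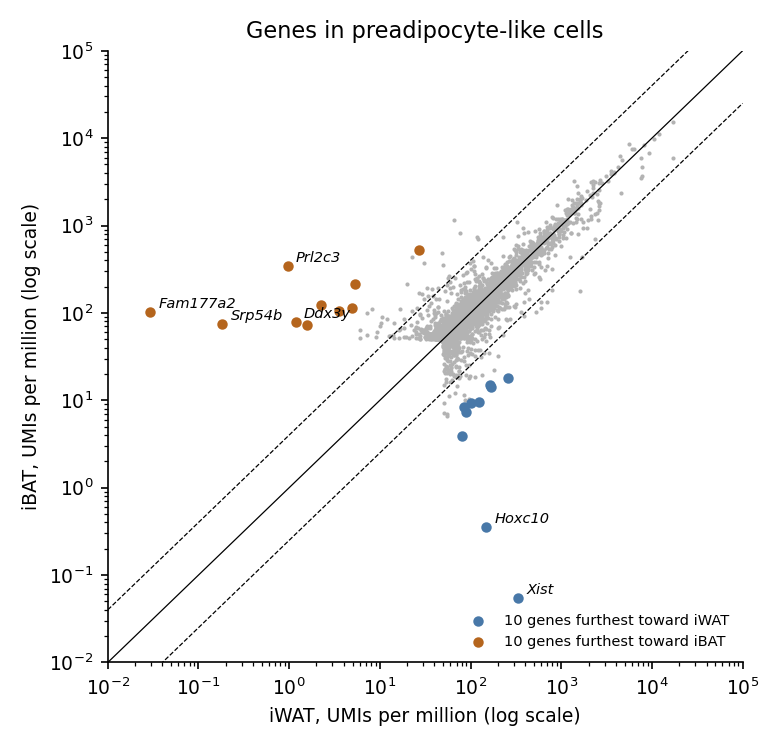
CPM of genes in preadipocyte-like cells of iWAT (horizontal) against iBAT (vertical), both on log axes. Each point is a gene, the solid line marks equal levels, dashed lines mark 4-fold, and the coloured points are the 10 genes furthest toward each library, with Xist furthest toward iWAT and Fam177a2 toward iBAT.

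The sex of the mice is not given, so sex-linked genes were compared over all filtered cells. Xist, which is transcribed from the inactive X chromosome of females, had 345 CPM in iWAT and 0.0505 CPM in iBAT. The Y-linked Eif2s3y had 1 UMI in iWAT and 40.4 CPM in iBAT. Ddx3y was at 1.20 CPM in iWAT and 81.9 CPM in iBAT, Kdm5d at 0.0618 and 11.7 CPM, and Uty at 0.291 and 16.3 CPM. The libraries therefore differed in sex-linked transcripts as well as in depot, and this applies to every ratio of iBAT to iWAT given here, including that of Ucp1.

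Transcripts that go with Ucp1 were sought in cells with a Ucp1 UMI. With 12 such cells in iWAT and 73 in iBAT after thinning, 6017 genes could be ranked. The first 10 were G2e3, Brms1l, Nlgn2, Mfn1, Trak2, Bag5, Masp1, 4931406C07Rik, Cep55 and Acer3. For G2e3 the smaller log2 ratio was 0.78, from 9 UMIs in the Ucp1-positive cells of iWAT and 33 in those of iBAT. Only 1 of these 10 genes had an iWAT interval that excluded an equal level. Without thinning, 0 of the 10 genes were again among the first 10, and at 5000 UMIs per cell 1 was. This ranking thus gave no stable set of transcripts that go with Ucp1. It leans on the 12 iWAT cells, which held 120000 UMIs in all after thinning. The Ucp1 UMIs that define the positive cells could also not be assigned to expression or to background. A set of transcripts that goes with Ucp1 is therefore not excluded.

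Proliferation was described by 6 cycling genes. After thinning, 85.2% of the iWAT preadipocyte-like cells (84.6 to 85.7) and 84.7% of those of iBAT (84.2 to 85.2) had a UMI of Mki67, Top2a, Cdk1, Ccnb1, Birc5 or Ube2c. Unthinned, these shares were 89.4% and 95.3%. The list summed to 1064 CPM in iWAT and 1307 CPM in iBAT. By phase score, 52.5% and 51.3% of the cells were in S or G2M. Free RNA can give single UMIs of such abundant transcripts to cells that do not cycle, so the shares are not exact counts of cycling cells.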

Values the study reported

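The study described 12 clusters of cells in iWAT and 11 in iBAT after single-cell sequencing. It loaded 40 000 cells on a cartridge.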

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

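The tests for doublets and for lower detection of epithelial transcripts were chosen only after the epithelial-like cells had been seen.

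The iWAT library held an epithelial-like population outside the comparisons of preadipocytes. It made up 13.7% of the filtered cells (13.3 to 14.0), and no cluster of the iBAT library was named so. Doublets of epithelial and other cells may be weighed as an explanation, but 0.517% of the epithelial-like cells were called doublets, less than the 1.89% of the whole iWAT library. This order depended on the clustering. At resolution 0.25 the epithelial-like cells numbered 4988 and 6.56% of them were called doublets. Among the named clusters, that of 299 cells had 6.02% doublets. An unnamed cluster of 943 cells with 3 epithelial markers raised and all 10 mesenchymal markers present had 32.9% doublets, and doublets stay open for it. The named epithelial-like clusters met at most 2 of the 10 mesenchymal markers, and their median depth was 10577 UMIs against 17076 in preadipocyte-like cells, whereas doublets would carry the transcripts of both cells. These values argue against doublets as the source of the named clusters as a whole. A lower detection of epithelial transcripts in iBAT would leave the cells in place, unnamed and outside the mesenchymal clusters, since they meet few mesenchymal markers. Mesenchymal clusters held 93.2% of the filtered iBAT cells. Unnamed cells outside them were 507, or 1.80% (1.65 to 1.96), against the 13.7% of epithelial-like cells in iWAT. This argues against lower detection as the whole cause, if the share of epithelial cells was alike in both libraries. These 507 cells met 5 of the 10 mesenchymal markers, and lower detection stays open for them. A loss of whole epithelial cells before counting was not tested. The leading genes of the largest epithelial-like cluster, of 3194 cells, included Wfdc18, Lcn2, Wfdc2, Krt8 and Krt18. Those of the cluster of 299 cells included Krt5, Col17a1, Oxtr and Myh11. A tissue difference between the depots, such as epithelial structures lying within the inguinal pad, and the sex of the mice stay open as untested explanations, and so does the dissection. Depot and sex differed together between the libraries, so these values cannot separate them.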

How the results depend on the processing

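No paired analysis was possible because each depot has 1 library. The stricter call of sample tags was not run, since no tags were found. Of 140 comparisons with an alternative setting, 89 stayed within counting error or a tolerance and 51 moved. The tolerance was 0.1 on the log2 scale and applied to the medians of the gene lists. No ratio changed sign, but the order of the libraries did change for some values. The preadipocyte-like share was lower in iWAT than in iBAT in the main setting and higher under the alternative cell filter. The cycling share was higher in iWAT in the main setting, with overlapping intervals. It was lower in iWAT under the alternative cell filter and without thinning. The share of barcodes kept was higher in iWAT in the main setting. It was lower there under the alternative filter and without the upper limit on genes. The count of genes past the rule of size was higher toward iBAT in the main setting, equal at 10 CPM or more and higher toward iWAT with no filter on genes.

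The alternative cell filter asked for at least 500 genes and under 15% mitochondrial UMIs and had no upper limit on genes, so it was stricter in iWAT and more permissive in iBAT. It kept 94.7% of iWAT and 99.5% of iBAT barcodes, and no filter kept 100% of both. Without the upper limit on genes, 99.98% of iBAT barcodes were kept. Under the alternative filter, with the cells clustered anew, the preadipocyte-like share was 82.8% in iWAT and 76.7% in iBAT, and the epithelial-like share 12.9%. Fgf2 was then at 283 and 182 CPM, Fgfr1 took 87.6% of receptor UMIs in iWAT, and the Fgf2 ratio over other classes was 1.63 in iBAT. The cycling share was 81.7% in iWAT and 84.9% in iBAT. Removing doublets gave 66.3% preadipocyte-like cells in iWAT and an Fgf2 ratio of 10.5 there.

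The class shares also moved with the clustering. At resolution 0.25, preadipocyte-like cells were 82.0% in iWAT and 91.6% in iBAT, epithelial-like cells 16.8%, and the Fgf2 ratio in iWAT 5.05. At resolution 1.0 the preadipocyte-like shares were 68.0% and 83.1% and the iBAT Fgf2 ratio 1.81. Without cell-cycle regression they were 82.0% and 88.2%. Among the settings added after the data had been seen, counting all mesenchymal clusters gave shares of 85.6% and 93.2% and Fgf2 at 275 and 189 CPM. These clusters include doublet-rich ones, with 32.9% doublets among 943 iWAT cells and 73.5% among 151 iBAT cells. Asking for 5 of 10 mesenchymal markers gave 79.7% in iBAT. Asking for 6 or 5 gave an Fgf2 ratio of 11.4 in iWAT, and the first naming rule gave 11.7% epithelial-like cells.

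Averaging over cells gave Fgf2 at 270 and 177 CPM. Thinning to 5000 UMIs gave 0.0205% and 0.196% of cells with a Ucp1 UMI. Without thinning, the cycling shares were 89.4% and 95.3%. Over all barcodes, Xist was at 347 CPM in iWAT. Over all filtered cells, the median log2 ratio was 0.70 for the thermogenic list and -1.80 for the interferon and inflammation list.

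Genes 4-fold or more higher in iBAT and iWAT numbered 123 and 123 at 10 CPM or more, 14 and 11 at 200 CPM or more, and 898 and 910 with no filter, as the filters change how many genes are tested. With total UMIs replaced by TMM factors or median of ratios, 86 of the 87 genes remained past the rule. The choice of cells moved the set more. At resolution 0.25, without cell-cycle regression and with all mesenchymal clusters, 78 of the 87 remained each time. Over all filtered cells 67 remained. All 20 named genes remained under every setting but the 200 CPM filter, which tested 5 of them. Of the first 10 genes in Ucp1-positive cells, 10 were kept with doublets removed, 6 under the alternative cell filter, 0 without thinning and 1 at 5000 UMIs. The filter at 50 CPM or more left only 1 of the 10 to be ranked, 4931406C07Rik, which came first. The simulated changes had a log2 size of 2, above the 0.78 of the first gene, and smaller ones were not simulated. Ucp1 CPM in both libraries and Eif2s3y did not move under any setting run. The iWAT value of Ucp1 rests on 21 UMIs.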

Other observations

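The tests on male cells, lost detection, the source of the Ucp1 counts, deeper cells, the loss of reads that match more than 1 locus and the sex of the mice were chosen only after the result was seen, and the sums over gene families were planned after the single genes had been seen.

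Sex-linked genes separated the libraries. A swap of the libraries was weighed through the posterior Hox genes Hoxa9, Hoxa10, Hoxc9 and Hoxc10, which mark inguinal tissue and were 23.6 times as high in iWAT (23.0 to 24.2). Zic1 and Lhx8, which mark the interscapular depot, were 5.74 times as high in iBAT. Both argue against a swap. A mixture of male cells in iWAT would bring all Y-linked transcripts in equal proportion. Ddx3y stood at 1.47% of its iBAT level, Uty at 1.78% and Kdm5d at 0.530%, but Eif2s3y at 0.00493%, which argues against such a mixture. What the low Ddx3y, Uty and Kdm5d counts in iWAT are was not tested.

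For genes other than the depot marks above, Xist and the Y-linked genes, depot and sex cannot be told apart as the source of a ratio of iBAT to iWAT, because there was 1 library per depot and the libraries differ in both. This covers the Ucp1 ratio and the gene lists as well as the remaining genes named by size. The sex of the mice in place of the depot may explain ratios other than those of the depot marks, and with 1 library per depot the values do not decide.

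Several genes far toward iBAT have near-identical copies, and a different split of UMIs between copies was tested by summing each family. The sums stayed higher in iBAT, by 2043-fold for Fam177a and Fam177a2, 5.83-fold for Srp54a, Srp54b and Srp54c, 144-fold for the Prl2c genes and 14.0-fold for the Gstp genes. This argues against an uneven split alone. Srp54a went the other way, with 29.6 CPM in iWAT and 14.1 CPM in iBAT, so a split may contribute in that family. Fam177a itself had 9 UMIs in iWAT and 6892 in iBAT. Fam177a, Fam177a2, Srp54b and Srp54c are neighbours on chromosome 12.

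A loss of reads that match more than 1 locus in the iWAT library only is another candidate explanation for these genes. Among 33 other genes with a 3' end shared with a gene elsewhere, 18.2% were 4-fold or more higher in iBAT (6.98 to 35.5), and 3.03% in iWAT. Among 4112 genes with a 3' end of their own these shares were 2.21% and 2.26%. Entpd4 and Entpd4b, noticed after their values were seen, had 1 UMI each in iWAT and 17.1 and 8.26 CPM in iBAT. The excess lies between the 50% that was set for a cause and the 10% set for none before this share was computed. The set also holds mitochondrial genes and processed pseudogenes, whose copies an aligner can resolve. At 50 CPM or more in either library, 46 of 3721 genes had 50% or more of the 3' end shared. Of these, 6 were 4-fold or more higher in iBAT, all from the families summed above, and 0 in iWAT. The excess among the 33 genes was thus not seen at this level outside those families. The loss still cannot be excluded, nor can a difference in gene copies between the mice. Until the counting of both libraries is known, Fam177a2, Srp54b, Srp54c, Prl2c2, Prl2c3 and Gstp2 are better not read as depot differences.

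Free RNA from the epithelial-like cells was weighed for the 40 genes higher in iWAT preadipocyte-like cells. Their median level was 273% of that in epithelial-like cells, whereas Epcam, Krt8 and Krt18 stood at 0.591%, 0.713% and 0.522%. None of the 40 genes lay at or below these markers, which argues against free epithelial RNA for this set.

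Ucp1 was near 0 in both libraries. A loss of detection of low transcripts stays open. Tbp had 64.2 UMIs per Ucp1 UMI in iBAT, but this ratio is high for whatever reason Ucp1 is low, so it decides nothing. Free RNA or misplaced UMIs may account for the iBAT counts, since the level in preadipocyte-like cells was 0.810 times that of other named classes (0.454 to 1.59). In iWAT the ratio was 0.256 (0.120 to 0.571), based on 12 UMIs in epithelial-like cells, and the source of the counts there stays open. Because each library pools untreated and treated cultures, a response of some of the cells was not tested.

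Interferon-stimulated transcripts were more concentrated in iBAT than in iWAT. The 1% of preadipocyte-like cells with most Ifit1, Ifit3 and Mx1 UMIs relative to their depth held 6.30% of the Isg15, Usp18, Oasl2 and Rsad2 UMIs in iWAT and 30.5% in iBAT. Deeper cells were weighed as an explanation. The 1% of cells with most UMIs held 1.96% of the 4 transcripts in iWAT (1.88 to 2.05) and 1.55% in iBAT (1.37 to 1.76), below their 2.30% and 1.88% of all UMIs, which argues against depth. In both libraries most UMIs of the 4 transcripts lay outside the selected cells. In iWAT 79.9% of the preadipocyte-like cells had an Isg15 UMI, against 14.6% in iBAT (71.3% and 7.56% after thinning). What drives these cells was not tested.

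Clustering gave 15 clusters in iWAT and 17 in iBAT. Both are higher than the values quoted from the study above. The clusters here were rebuilt without the authors' annotation, and the reason for the difference was not tested.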
